# Adiponectin in the mammalian host influences ticks’ acquisition of the Lyme disease pathogen *Borrelia*

**DOI:** 10.1371/journal.pbio.3002331

**Published:** 2023-10-20

**Authors:** Xiaotian Tang, Yongguo Cao, Carmen J. Booth, Gunjan Arora, Yingjun Cui, Jaqueline Matias, Erol Fikrig

## Abstract

Arthropod-borne pathogens cause some of the most important human and animal infectious diseases. Many vectors acquire or transmit pathogens through the process of blood feeding. Here, we report adiponectin, the most abundant adipocyte-derived hormone circulating in human blood, directly or indirectly inhibits acquisition of the Lyme disease agent, *Borrelia burgdorferi*, by *Ixodes scapularis* ticks. Rather than altering tick feeding or spirochete viability, adiponectin or its associated factors induces host histamine release when the tick feeds, which leads to vascular leakage, infiltration of neutrophils and macrophages, and inflammation at the bite site. Consistent with this, adiponectin-deficient mice have diminished pro-inflammatory responses, including interleukin (IL)-12 and IL-1β, following a tick bite, compared with wild-type animals. All these factors mediated by adiponectin or associated factors influence *B*. *burgdorferi* survival at the tick bite site. These results suggest a host adipocyte-derived hormone modulates pathogen acquisition by a blood-feeding arthropod.

## Abstract 2

Host factors may regulate acquisition of vector-borne pathogens during blood feeding. This study shows that the mammalian host adipocyte-derived hormone adiponectin alters acquisition of the Lyme disease agent by changing the level of inflammation at the site of the tick bite.

## Introduction

Hematophagous arthropods have evolved the ability to ingest large amounts of blood in a single feeding, in particular, ticks can ingest as much as 100 times their initial weight [1]. Blood contains a variety of nutrients, cytokines/chemokines, microbes, and pathogen-derived molecules. Blood components or their metabolites can directly or indirectly modulate lifespan, reproduction, and the immune and physiological status of arthropods. These factors may influence arthropod susceptibility to the pathogens they can transmit [2]. Indeed, factors in host blood may regulate pathogen colonization, including plasmodium and arboviruses in mosquitoes and spirochetes in ticks. For example, serum iron in human blood inhibits dengue virus infection in mosquitoes by boosting the activity of reactive oxygen species (ROS) in the gut epithelium [3]. A host-derived cytokine in blood, interferon-gamma (IFN-γ), can interact with tick receptor Dome1 and activate the STAT-dependent pathway, expressing the borreliacidal peptide and limiting *Borrelia burgdorferi*, persistence within *Ixodes scapularis* [4,5]. The pathogens, in turn, have evolved to neutralize the detrimental effect from host-derived factors within arthropods. *B*. *burgdorferi* expresses the outer surface proteins OspA and OspB, which protect spirochetes from harmful components in host blood, including antibodies and complement, and enable them to persist in the tick gut [6–8]. Therefore, expanding our understanding of the complex interactions among vector, pathogen, and host can guide novel approaches for the control of a variety of arthropod-borne diseases.

Adiponectin is an adipocyte-derived hormone and is the most abundant adipokine circulating in human blood, with a normal circulating level of 3 to 30 μg/mL [9]. Adiponectin has varied functions in multiple organs, including the liver, heart, and kidney. Available evidence suggests that adiponectin is involved in a variety of biological processes through binding adiponectin receptors, including lipid metabolism, energy regulation, and insulin sensitivity [10]. In addition to metabolism modulation, adiponectin also has key roles in immunity, exhibiting both pro- and anti-inflammatory effects [11]. For example, adiponectin stimulates the secretion of chemotactic factors and increases interleukin (IL)-6 production in human adipocytes. Furthermore, its high serum level was positively associated with inflammation severity and pathological progression in rheumatoid arthritis [11]. Adiponectin can also function as an activity modulator of mast cells [12], a type of white blood cell found in the subcutaneous and connective tissues in mice. The abundance in blood and variable function of adiponectin suggest that adiponectin could be involved in the regulation of host responses, arthropod physiology, and/or pathogen infection during vector feeding. Our recent study indicated a tick adiponectin receptor-like protein regulates phospholipid metabolism in tick gut, which is associated with colonization by the Lyme disease agent *B*. *burgdorferi* [13]. Moreover, an adiponectin-homolog in tick, complement C1q-like protein 3, alters infectivity of *B*. *burgdorferi* by modulating host IFN-γ production [14]. In the present study, we investigated whether host serum adiponectin or its associated factors influence *B*. *burgdorferi* acquisition or colonization by *I*. *scapularis*, since host blood is taken into the tick during a blood meal, and this is the primary method by which ticks acquire *B*. *burgdorferi*.

## Results

### Adiponectin deficiency affects *Borrelia* acquisition by ticks upon blood feeding

Since spirochetes enter ticks during a blood meal, we investigated whether host serum adiponectin influences *B*. *burgdorferi* acquisition or colonization by *I*. *scapularis*. B6;129-*Adipoq*^*tm1Chan*^/J mice deficient in *adiponectin* null or knock out (KO) and their wild-type (WT) littermates (*n* = 5 each) were first needle inoculated with *B*. *burgdorferi*. No significant difference in *B*. *burgdorferi* burden was observed between the 2 groups of mice (Fig 1A) (*P* > 0.05). Three infected mice with a similar *B*. *burgdorferi* burden were then subjected to being fed upon by uninfected *I*. *scapularis* nymphs (Fig 1B). The number of *B*. *burgdorferi* in the tick gut was then evaluated by quantitative real-time PCR (qPCR). At 48 h, the spirochete levels in the ticks feeding on KO mice were significantly higher (*p* < 0.01) compared to the ticks feeding on WT mice (Fig 1C). This suggests murine adiponectin may affect *B*. *burgdorferi* acquisition by ticks upon blood feeding. We further investigated whether adiponectin modulates tick feeding and therefore indirectly influences *B*. *burgdorferi* acquisition. The attachment and engorgement weights of nymphs feeding on infected WT or KO mice were comparable (Fig 1D and 1E) and suggest adiponectin does not alter the ability of ticks to take a blood meal. As adiponectin encodes a C1q-like globular domain, and numerous C1q domain-containing proteins have high affinity for microbes [14–17], we then examined whether adiponectin directly interacts with *B*. *burgdorferi*. Flow cytometry showed adiponectin does not directly bind *B*. *burgdorferi* (Fig 2A). In addition, adiponectin had no effect on *B*. *burgdorferi* viability as assessed by the BacTiter-Glo microbial cell viability assay (Fig 2B). These results suggest adiponectin may influence *B*. *burgdorferi* acquisition by altering host or tick responses.

**Fig 1:**
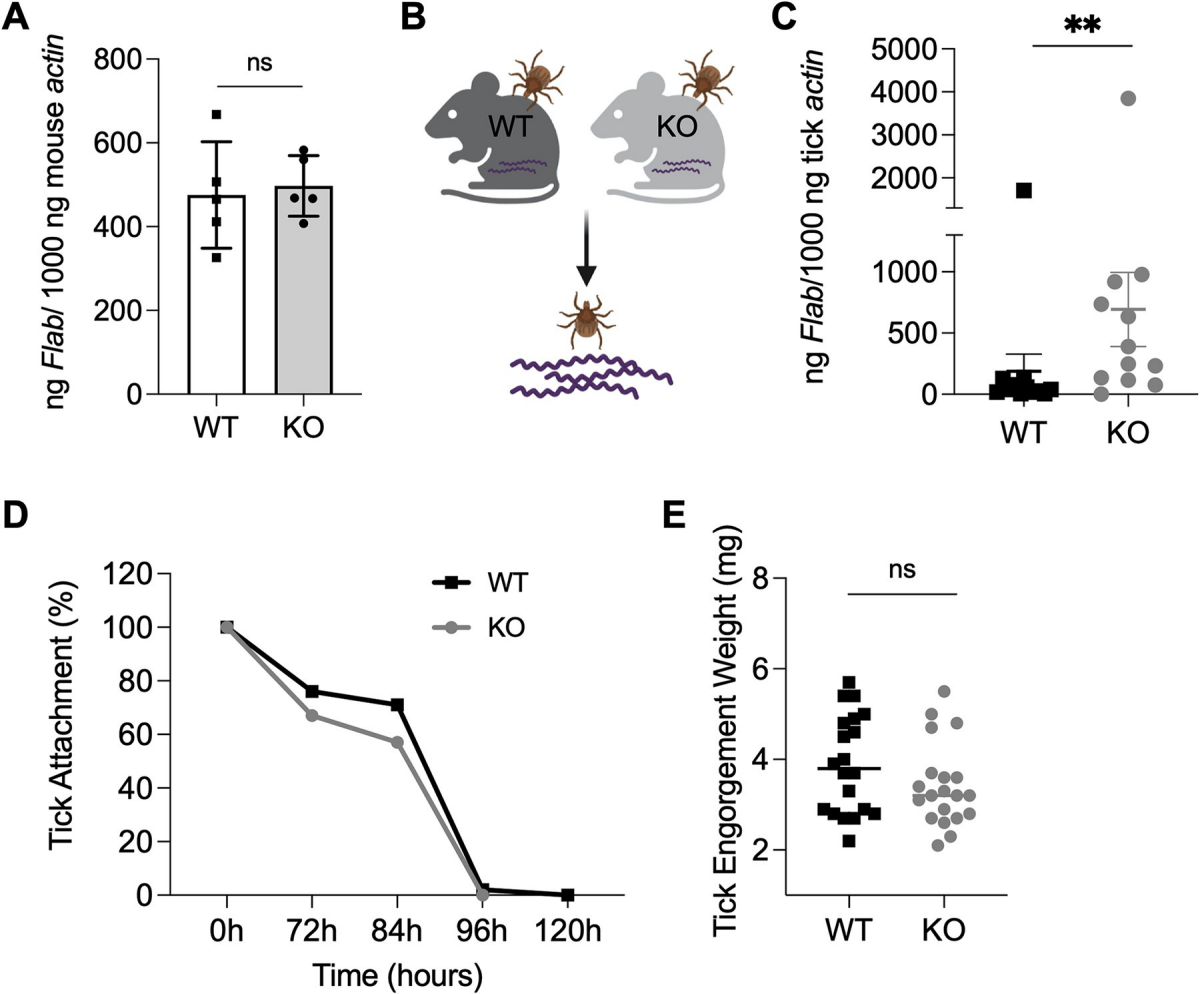
Adiponectin affects *B*. *burgdorferi* acquisition by ticks upon blood feeding. (A) The *B*. *burgdorferi* burden in WT (*n* = 5) and KO mice (*n* = 5) after 14 days infection. The mice were needle inoculated with *B*. *burgdorferi*. (B) Pathogen-free *I*. *scapularis* nymphs were fed on *B*. *burgdorferi*-infected WT (*n* = 3) and KO mice (*n* = 3) for 48 h and then *B*. *burgdorferi flaB* levels in guts were assessed. (C) *B*. *burgdorferi* burden in the tick gut after feeding on WT and KO mice for 48 h. *B*. *burgdorferi* titers in the ticks feeding on KO mice were significantly higher compared to the ticks feeding on WT mice. (D) *B*. *burgdorferi* infected WT (*n* = 3) and KO mice (*n* = 3) were challenged with ticks and assessed for tick detachment. The percentage of ticks remaining attached on mice at a given time point was recorded. Three replicates were included, and the average values were presented. (E) The engorgement weights of nymphs feeding on WT (*n* = 3) and KO mice (*n* = 3). For all the data, each dot represents 1 biological replicate. Statistical significance was assessed using a nonparametric Mann–Whitney test (**p < 0.01; ns, *p* > 0.05). Data underlying this figure can be found in S1 Data. We would like to acknowledge that figures were created using BioRender (https://www.biorender.com/) with permission. KO, knock out; WT, wild-type.

**Fig 2:**
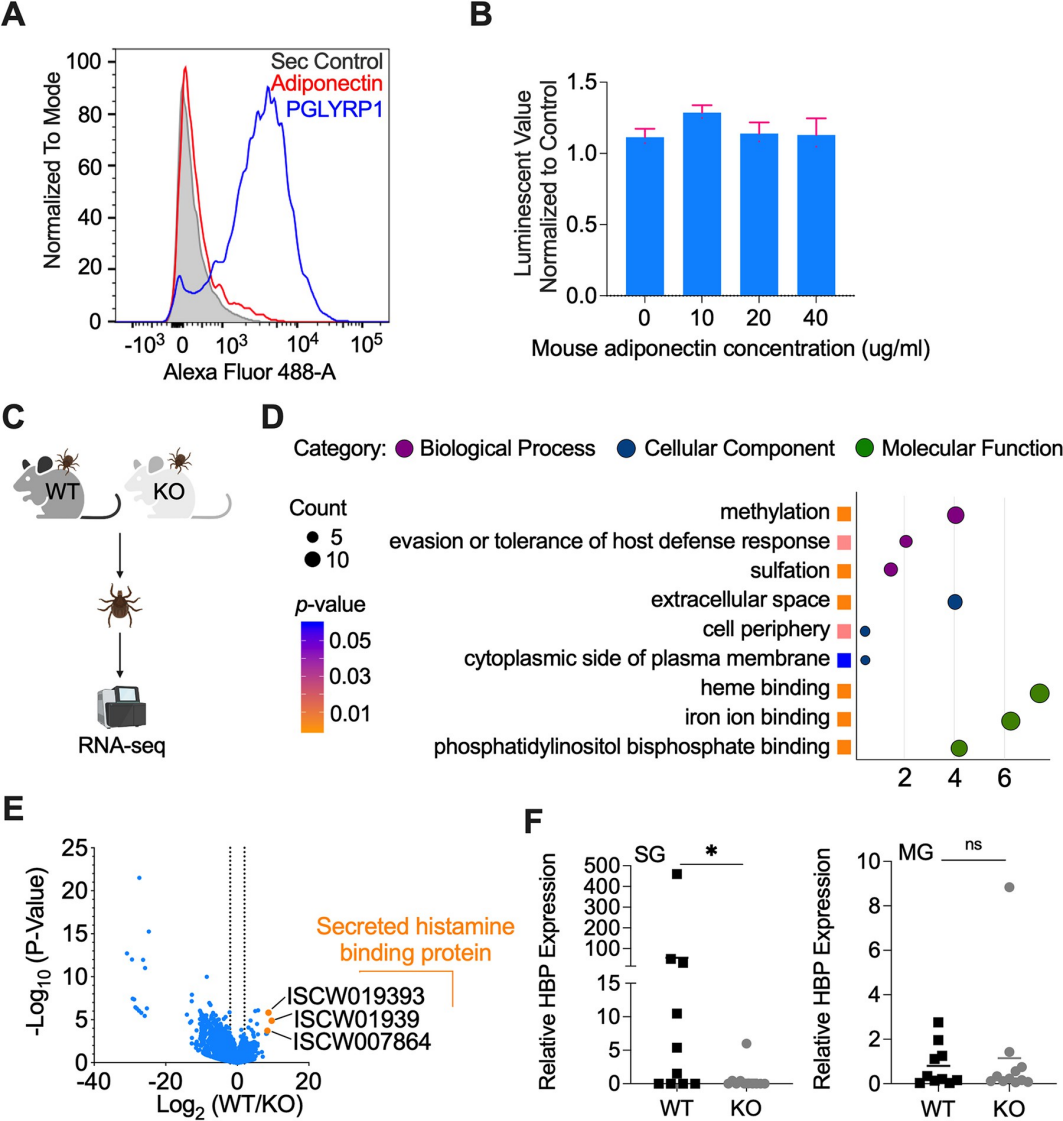
Host adiponectin significantly increases tick HBP expression. (A) No interaction of adiponectin with *B*. *burgdorferi* was identified, as analyzed by flow cytometry. PGLYRP1 was used as positive control. The background of Alexa Fluor 488-His antibody alone with *B*. *burgdorferi* is shown in gray. (B) Mouse adiponectin has no effect on *B*. *burgdorferi* viability as determined by BacTiter-Glo assay. (C) RNA-seq of ticks feeding on WT (*n* = 3) and KO mice (*n* = 3). The ticks that fed on the same mouse were pooled for RNA extraction. (D) GO enrichment analysis of transcriptome data from the ticks feeding on WT (*n* = 3) and KO mice (*n* = 3). The second level GO terms were shown in the plot and enrichment analysis was performed using the functional annotation tool DAVID. (E) Volcano plot of differentially expressed genes between the ticks feeding on WT (*n* = 3) and KO mice (*n* = 3). The Top 3 genes were highlighted by orange color. The gene names can be found in S1 Table. (F) qPCR validation of HBP gene expression in SGs and MG of the ticks feeding on WT (*n* = 3) and KO mice (*n* = 3). The ticks feeding on different mice were collected for analysis. For all the data, each dot represents one biological replicate. Statistical significance was assessed using a nonparametric Mann–Whitney test (*p < 0.05; ns, *p* > 0.05). Data underlying this figure can be found in S1 Data. We would like to acknowledge that figures were created using BioRender (https://www.biorender.com/) with permission. GO, Gene Ontology; HBP, histamine-binding protein; KO, knock out; MG, midgut; PGLYRP1, peptidoglycan recognition protein 1; qPCR, quantitative real-time PCR; SG, salivary gland; WT, wild-type.

### Host adiponectin significantly increases tick histamine-binding protein expression

We examined whether incoming blood adiponectin or associated factors influence tick physiology or alters the local host environment at the tick bite site. We used RNA-sequencing to compare the transcriptomes of ticks feeding on WT (*n* = 3) and KO mice (*n* = 3) (Fig 2C). 

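The transcriptome data come from the guts and salivary glands of *I. scapularis* nymphs that had fed on adiponectin KO mice or their WT littermates. *I. scapularis* is the black-legged tick, and the nymph is the stage between larva and adult. In the paper, 10 nymphs were placed on each mouse and the ticks from 1 mouse were pooled before RNA extraction, so each library stands for 1 mouse. The sample labels give a feeding time of 48 h. The paper states 3 mice per group, and 2 libraries per group were analysed here, which the labels number as replicates 1 and 2. The libraries were made with TruSeq and sequenced as paired ends on an Illumina HiSeq. The authors pseudo-aligned the reads with kallisto to the *I. scapularis* transcripts of VectorBase and deposited the abundance of each transcript as TPM, its share of all transcripts after correction for length. TPM add up to 1000000 in every library, so the number of reads behind a value is unknown and no counting error can be given. Of the 23340 genes listed, each with 1 transcript, 6263 were at 0 in all 4 libraries. The targeted gene is a mouse gene and has no row among the tick transcripts, so the KO could not be checked in these values. From the TPM, log2(TPM + 1) was computed, and WT was compared with KO with limma, which fits a linear model to each gene and shares information on the variance across genes. The test covered the 8893 genes with a mean of at least 1 TPM. A difference is given as WT minus KO on the log2(TPM + 1) scale, which understates the change of weakly expressed genes. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333. Across the tested genes, the median absolute log2 difference was 0.22 between the 2 WT libraries and 0.20 between the 2 KO libraries. Between a WT and a KO library it ranged from 0.20 to 0.23, so a typical gene differed no more between the groups than within them.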

Upon blood meal feeding, 221 genes were significantly differentially expressed in ticks feeding on WT mice when compared to that feeding on KO mice (S1 Table). 

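In the 4 libraries, 131 genes passed an unadjusted p of 0.05 in limma together with a fold change of at least 2 on the log2(TPM + 1) scale. Of these, 50 were higher and 81 were lower in ticks feeding on WT mice. After Benjamini-Hochberg adjustment over the 8893 genes tested, 1 gene had an adjusted p under 0.05. This gene, ISCW002941, is annotated in S1 Table as an uncharacterized protein. It had 0.585 and 0.717 TPM in the WT libraries and 247 and 210 TPM in the KO libraries, a difference of -7.12 (standard error 0.16, adjusted p = 0.00362 from limma). Its adjusted p in limma was 0.0472 without WT replicate 1, 0.0431 without WT replicate 2, 0.408 without KO replicate 1 and 0.386 without KO replicate 2. In these fits the lone library of a group was assumed to vary like those of the other group. Among the fits that left out a library, the count of called genes moved most without WT replicate 2, to 412, with 2 genes under an adjusted p of 0.05. Without WT replicate 1 it was 199, and without KO replicate 1 it was 208.
S1 Table lists 204 genes as lower and 17 as higher in ticks feeding on WT mice, and these counts are the paper's. All 221 had a row in the files, and 122 of them reached the mean of 1 TPM needed for the test. Of the 204 genes, 154 were lower in WT in the 4 libraries, 42 were higher and 8 were at 0 in every library. Without KO replicate 1, 125 were lower. The median difference of the 204 genes was -0.16, and it was -0.07 without KO replicate 1 and -0.25 without KO replicate 2. Of the 17 genes, 15 were higher in WT, with a median difference of 1.85. Without WT replicate 1, 12 were higher and the median was 0.71. With a pseudocount of 0.1 and 5 TPM the medians were -0.52 and -0.06 for the 204 genes, and 2.34 and 0.85 for the 17. The 131 called genes included 13 from S1 Table, all changed in the direction listed there, and without WT replicate 2 the called genes included 31. Adjusted over the list alone, 2 of the 122 tested genes had an adjusted p under 0.05 in limma, against 1 adjusted over all genes tested. As the paper chose this list from its own libraries of the same experiment, the count over the list is not independent evidence.

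**Figure D1:**
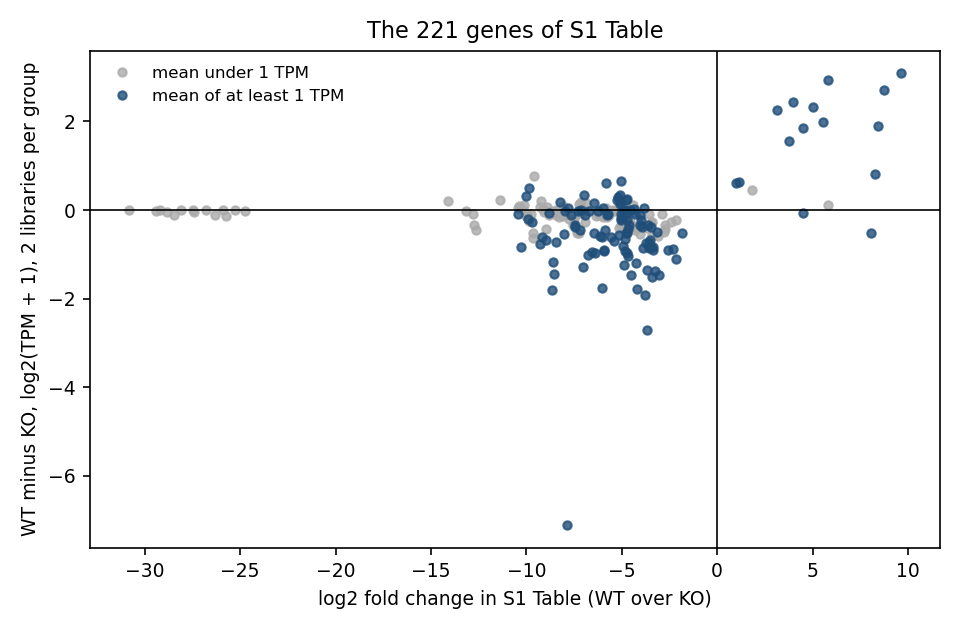
Difference between ticks feeding on WT and KO mice for the 221 genes of S1 Table. The x axis gives the paper's log2 fold change and the y axis WT minus KO on the log2(TPM + 1) scale in the 4 libraries; each point is 1 gene, grey where its mean was under 1 TPM. Most genes lie close to 0 on the y axis, with a median of -0.16 among the 204 listed as lower and 1.85 among the 17 listed as higher, and ISCW002941 lies lowest at -7.12.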

Based on Gene Ontology (GO) functional classification analyses, the most differentially expressed genes in the biological process category were involved in methylation (GO: 0032259) and evasion of host defense responses (GO: 0042783) (Fig 2D). 

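The paper's text places 3 histamine-binding protein genes under the GO term for evasion of host defense and names no genes for the other terms, so S1 Table genes were grouped by the words of their annotations. The paper's own data for Fig 2D give 9 genes for methylation. S1 Table annotates 9 genes as methyltransferases, all listed as lower in WT. In the 4 libraries 5 of these were lower in WT, 3 were higher and 1 was at 0 in every library. Their median difference was -0.11, with a range from -1.25 to 0.24. With a pseudocount of 0.1 and 5 TPM the median was -0.56 and -0.02. Leaving out each library in turn, it ranged from -0.20 to -0.07, and 5 of the 9 stayed under 1 TPM in every library. The largest change was that of ISCW014601, an O-methyltransferase, at 0 and 0.774 TPM in WT and 4.01 and 0.992 TPM in KO. Its difference of -1.25 was not significant in limma (adjusted p = 1.00). The glycine N-methyltransferase ISCW020587 was the only called gene of the group. It was singled out after its values were seen, with 30.9 and 30.1 TPM in WT and 49.1 and 80.2 TPM in KO (difference -1.02, adjusted p = 0.965 from limma). It was no longer called without WT replicate 2 or without KO replicate 2 (-0.67), nor after median-of-ratios scaling (-0.98), quantile normalization (-0.96) or with a pseudocount of 5 TPM (-0.94). The O-methyltransferase passed the threshold without KO replicate 2 (-1.91).
For the other annotation groups, the medians were -0.29 for 4 sulfotransferases, -0.11 for 12 cytochrome P450 genes, -0.10 for 9 SEC14 or phosphatidylinositol transfer proteins, -0.09 for 5 cuticle proteins, -0.43 for 4 serpins and -0.09 for 3 cystatins. Many members are weakly expressed, so the sizes of these medians depend on the pseudocount. With 0.1 and 5 TPM added they were -0.43 and -0.18 for the sulfotransferases, -0.36 and -0.03 for the cytochrome P450 genes, -0.44 and -0.02 for the SEC14 group, -0.48 and -0.02 for the cuticle proteins, -1.13 and -0.13 for the serpins, and -0.19 and -0.03 for the cystatins. With 1 library left out, the median was no longer below 0 for the sulfotransferases (0.0014 without KO replicate 1), the cytochrome P450 genes (0.04 without KO replicate 1 and 0.01 without WT replicate 2), the cuticle proteins (0 without KO replicate 1) and the cystatins (0.18 without WT replicate 2 and 0.09 without KO replicate 2). The median of the SEC14 group was -0.01 without WT replicate 1, -0.47 without WT replicate 2 and -0.25 without KO replicate 2, and that of the serpins was -0.74 without KO replicate 2. Without WT replicate 1 the medians were -0.46 for the sulfotransferases, -0.19 for the cytochrome P450 genes and -0.35 for the cystatins. The sulfotransferases were also at -0.03 without WT replicate 2, and the cystatins at -0.27 without KO replicate 1. The members with the largest change were ISCW014724 among the sulfotransferases (-0.87), ISCW004132 among the cytochrome P450 genes (-1.35), ISCW018213 among the SEC14 proteins (-0.71), ISCW003785 among the cuticle proteins (-0.43), ISCW015204 among the serpins (-1.48) and ISCW000447 among the cystatins (-1.77). Only the last 2 were called, and neither had an adjusted p under 0.05 in limma. ISCW015204 was no longer called without WT replicate 1 (-1.48), without WT replicate 2 (-1.47) or without KO replicate 2 (-0.77), and ISCW000447 without WT replicate 2 (-0.98), without KO replicate 1 (-1.27), without KO replicate 2 (-2.28) or without the filter. ISCW004132 changed its direction without KO replicate 1 (0.22) and passed the threshold without KO replicate 2 (-2.93) and with the replicate block. ISCW018213 passed the threshold without KO replicate 2 (-1.13) and was at -0.28 without KO replicate 1. ISCW014724 passed the threshold with a pseudocount of 0.1 TPM (-1.24). The cuticle proteins were all under 1 TPM in every library and were not tested. Adjusted over the list alone in limma, 2 of 4 tested methyltransferases, 1 of 2 sulfotransferases and 1 cystatin, the only one tested, had an adjusted p under 0.05, with smallest values of 0.0291, 0.0136 and 0.0447. None of 6 cytochrome P450 genes, 5 SEC14 proteins and 2 serpins did, and over all genes tested 0 of these genes did. The paper chose these genes from the same experiment, so the counts over the lists are not independent evidence.

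**Figure D2:**
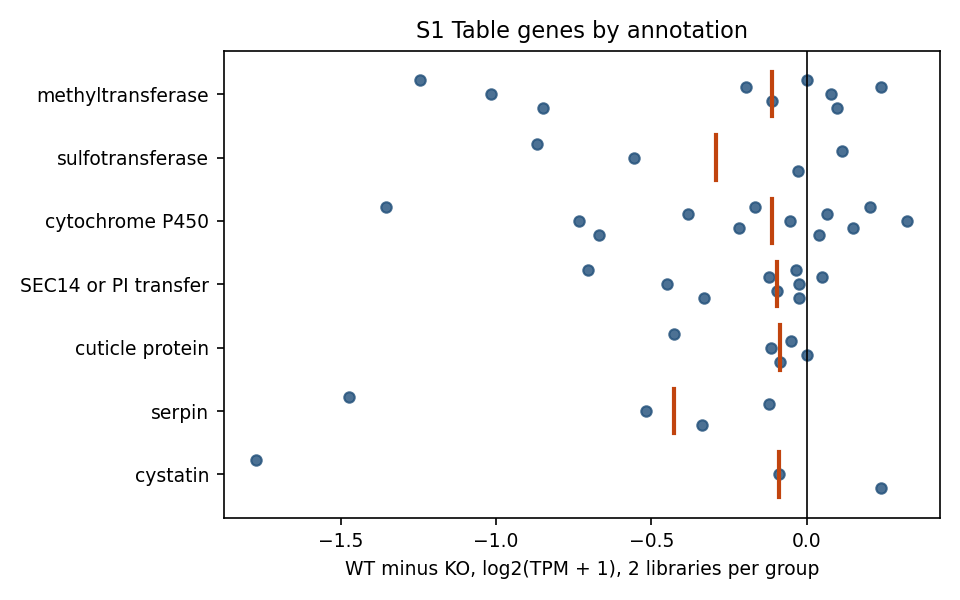
Difference between ticks feeding on WT and KO mice for S1 Table genes grouped by annotation. The x axis gives WT minus KO on the log2(TPM + 1) scale, each point is 1 gene and each vertical bar is the median of its group; vertical scatter within a row only separates the points. The medians lie between -0.43 for the serpins and -0.09 for the cuticle proteins and cystatins, and single genes reach -1.77.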

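Histamine-binding proteins (HBPs) are secreted proteins of tick saliva. S1 Table annotates 3 genes among those higher in WT as secreted HBPs, and lists ISCW019393 and ISCW007864 as fragments. ISCW019392 had 120 TPM in WT replicate 1 and 6.29 TPM in WT replicate 2, and 0 and 11.3 TPM in KO replicates 1 and 2. Its difference was 3.09 (standard error 1.82, adjusted p = 1.00 from limma). WT replicate 2 lay between the 2 KO libraries, so the groups overlapped. ISCW019393 had 33.5 and 3.35 TPM in the WT libraries and 0.0698 and 2.27 TPM in the KO libraries, a difference of 2.71 (standard error 1.15, adjusted p = 1.00 from limma). ISCW007864 had 6.52 and 0.829 TPM in the WT libraries and was listed at 0 in both KO libraries. Because of these values no fold change is given for it. Its difference of 1.89 on the log2(TPM + 1) scale (standard error 0.71, adjusted p = 0.988 from limma) depends on the pseudocount, and was 4.63 with 0.1 TPM and 0.71 with 5 TPM added. None of the 3 genes was called, and the unadjusted p of ISCW007864 lay just above the threshold. It passed the threshold with a pseudocount of 0.1 TPM. Adjusted over the list alone, the 3 genes had adjusted p-values between 0.106 and 0.158 in limma.
WT replicate 1 held 95.0% of the summed WT TPM of ISCW019392, 90.9% of that of ISCW019393 and 88.7% of that of ISCW007864. Without WT replicate 1, the difference of ISCW019392 was 1.06 and that of ISCW019393 was 1.22, and ISCW007864 fell under the mean of 1 TPM. Without KO replicate 1 the differences were 1.28 for ISCW019392 and 1.91 for ISCW019393, and without KO replicate 2 they were 4.90 and 3.52, in each case under the threshold. Without WT replicate 2, all 3 genes passed the threshold, with differences of 5.12, 4.21 and 2.91. Whether similar HBP transcripts share reads was not tested. From the rise of these genes in ticks feeding on WT mice and from qPCR of tick salivary glands, the paper states that host adiponectin increases tick HBP expression.

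**Figure D3:**
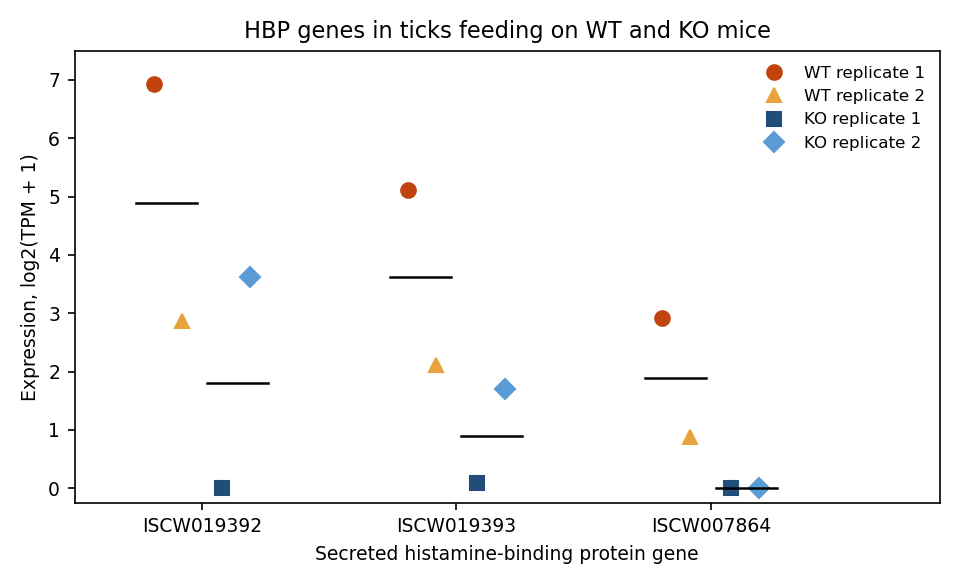
Expression of 3 HBP genes in ticks feeding on WT and KO mice. The y axis gives log2(TPM + 1), each symbol is 1 library made from the ticks of 1 mouse, and each horizontal bar is the mean of 2 libraries. WT replicate 1 lies highest for each gene, at 120, 33.5 and 6.52 TPM, and WT replicate 2 lies between the KO libraries for ISCW019392.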

Interestingly, the top 3 up-regulated genes (ISCW019392, ISCW019393, and ISCW007864) were all secreted histamine-binding proteins (HBPs) (Fig 2E), which fell into the GO category of evasion of the host defense response (GO: 0042783) and were validated in tick salivary gland by qPCR (Fig 2F). We were mostly interested in the HBPs because HBPs can bind histamine, which is secreted by host immune cells (e.g., mast cells and basophils), to the advantage of tick feeding. Importantly, histamine-related proteins may also be involved in *B*. *burgdorferi* infection. For example, blocking tick histamine release factor (tHRF) by the passive transfer of tHRF antiserum to mice can diminish *B*. *burgdorferi* infectivity [18].

### KO mice secrete less histamine, which causes less vascular leakage at the tick bite site

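Ranked by the difference between ticks feeding on WT and KO mice among the 8893 genes tested, ISCW019392 was at rank 3, ISCW019393 at rank 6 and ISCW007864 at rank 19. Without WT replicate 1, ISCW019392 was at rank 99 and ISCW019393 at rank 65. Without KO replicate 1, the 3 genes were at ranks 111, 35 and 37. Without KO replicate 2 they were at ranks 2, 5 and 30, and without WT replicate 2 at ranks 4, 10 and 20. The ranks also depended on the pseudocount, most for ISCW007864, with rank 6 for 0.1 TPM and rank 84 for 5 TPM. With 0.1 and 5 TPM, ISCW019392 was at ranks 5 and 4 and ISCW019393 at ranks 9 and 12. Ranks 1 and 2 were held by ISCW027849 and ISCW014813, which S1 Table does not list and for which the files give no name. ISCW027849 had 14.9 and 8.68 TPM in WT and 0.0016 and 0 TPM in KO, a difference of 3.63 (standard error 0.30, adjusted p = 0.296 from limma). ISCW014813 had 15.0 and 6.64 TPM in WT and 0.501 and 0.121 TPM in KO, a difference of 3.09 (standard error 0.42, adjusted p = 0.802 from limma). Both genes had higher values in both WT libraries than in both KO libraries, and both were called. With a pseudocount of 0.1 and 5 TPM their differences were 6.83 and 1.72 for ISCW027849 and 4.79 and 1.52 for ISCW014813. They were not above the HBP genes in every setting. Without WT replicate 2, ISCW019392 (5.12) and ISCW019393 (4.21) were above both (3.99 and 3.63). Without KO replicate 2, ISCW019392 (4.90) was above both (3.63 and 2.88) and ISCW019393 (3.52) was above ISCW014813. With a pseudocount of 5 TPM, ISCW019392 (2.06) was above both and ISCW019393 (1.56) was above ISCW014813. The next 3 called genes without overlap between the groups had differences from 2.28 to 2.57. The gene at 2.57 was at 3.77 without KO replicate 1, and was no longer called without WT replicate 2 (1.87) or without KO replicate 2 (1.37), nor with a pseudocount of 0.1 TPM, without the filter, with a mean of at least 5 TPM, without the trend or with the replicate block. The other 2 were no longer called with a pseudocount of 5 TPM, and fell under the filter without WT replicate 1 and with a mean of at least 5 TPM. In the other direction, the largest difference after ISCW002941 among called genes was that of ISCW003361, with 4.07 and 3.80 TPM in WT and 48.2 and 95.3 TPM in KO (-3.80, standard error 0.35, adjusted p = 0.354 from limma). It was followed by ISCW027404, which was listed at 0 in both WT libraries and had 2.87 and 13.7 TPM in KO (adjusted p = 0.965 from limma).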

Since HBPs were most differentially expressed between ticks feeding on WT and KO mice, and adiponectin can function as a mast cell activity modulator [12], it is possible WT and KO mice may secrete distinct levels of histamine during tick feeding. To test this hypothesis, we evaluated the histamine level during a tick bite and found that WT mice (*n* = 10) have significantly higher levels of histamine compared to KO mice (*n* = 10) after 2 days (Fig 3A). Histamine has been shown to strongly increase vascular leakage [19,20]. Therefore, we further assessed murine vascular leakage during a tick bite by intravenously injecting Evans blue into the WT (*n* = 6) and KO mice (*n* = 6). The results indicated WT mice have more vascular leakage than KO mice at the tick bite site (Fig 3B), and the quantification of Evans blue further confirmed the vascular leakage difference between WT (*n* = 6) and KO mice (*n* = 6) (Fig 3B). Therefore, KO mice secrete less histamine during a tick bite, which causes less vascular leakage at the tick bite site.

**Fig 3:**
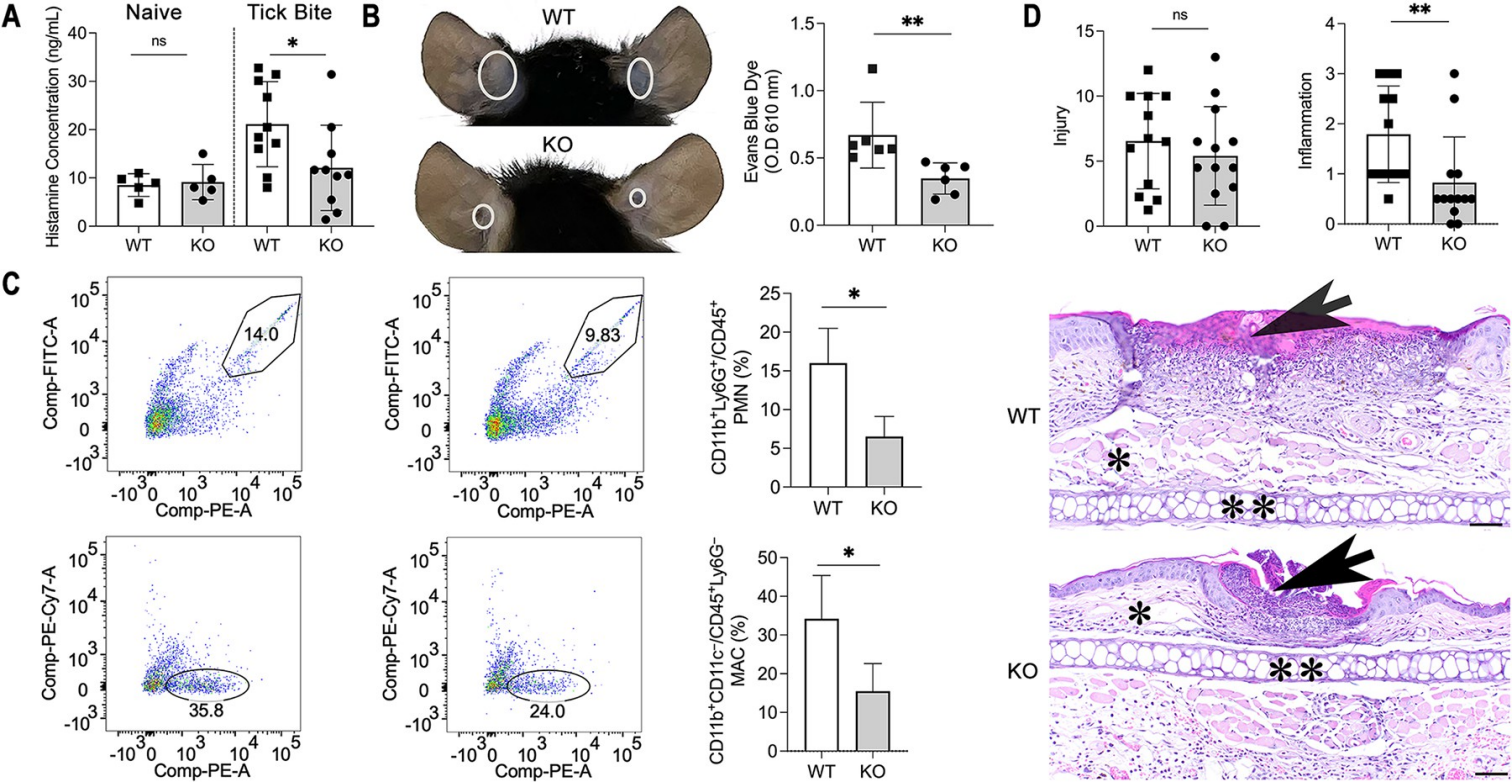
Adiponectin-deficient mice exhibit less inflammation at the tick bite site. (A) Histamine concentration in WT (*n* = 5) and KO naïve mice (*n* = 5), or after tick bite (*n* = 10). (B) Injection of Evans blue during tick feeding. The white circles indicated WT (*n* = 6) mice have more vascular leakage than KO mice (*n* = 6) at the tick bite site. Quantification of Evans blue leakage at the tick bite site of WT (*n* = 6) and KO mice (*n* = 6). (C) The CD11b^+^Ly6G^+^/CD45^+^ PMN population and the percentage of PMNs in the total CD45^+^ leukocyte cell population in WT (*n* = 4) and KO mice (*n* = 4) after tick bite. The CD11b^+^CD11c^−^/CD45^+^Ly6G^−^ MAC population and the percentage of MACs in the total CD45^+^ leukocyte cell population in WT (*n* = 4) and KO mice (*n* = 4) after tick bite. (D) Semiquantitative histopathologic scoring of tick bite/inflammation sites show there is no significant difference in the severity of injury (Injury) but there is an overall increase in the degree of inflammation (Inflammation) in WT mice (*n* = 5) compared to adiponectin KO mice (*n* = 4). Representative HE-stained sections of WT and adiponectin KO tick bite lesions (arrows). Scale bars = 50 μm, * = subcutis, and ** = ear cartilage. For all the data, statistical significance was assessed using a nonparametric Mann–Whitney test (*p < 0.05; **p < 0.01; ns, *p* > 0.05). Data underlying this figure can be found in S1 Data. HE, hematoxylin and eosin; KO, knock out; MAC, macrophage; PMN, polymorphonuclear neutrophil; WT, wild-type.

### KO mice exhibited less immune cellular infiltration and inflammation at the tick bite site

There was a difference in histamine-mediated vascular leakage between these 2 types of mice, and vascular permeability allows for platelets and immune cells to reach the site of tissue damage [21]. We therefore investigated whether during tick feeding, histamine increases blood vessel permeability to allow immune cells to access the tick bite site. We focused on immune cells, which infiltrate the tick bite site, including neutrophils, dendritic cells, macrophages, basophils, and mast cells [22]. Through flow cytometry, we found that more neutrophils (CD11b^+^Ly6G^+^/CD45^+^) and macrophages (CD11b^+^CD11c^−^/CD45^+^Ly6G^−^) were recruited to the tick bite site of WT mice (*n* = 4) compared to KO mice (*n* = 4) (*p* < 0.05) (Fig 3C), while dendritic cells (CD11b^−^CD11c^+^/CD45^+^Ly6G^−^) and mast cells (c-kit^+^CD49b^+^CD200R3^+^) populations were similar (*p* > 0.05). Basophils (c-kit^−^CD49b^+^CD200R3^+^), as expected in mice, were few and not counted in this study. Histamine causes inflammation by promoting vascular leakage [20,23], and there was a difference in inflammatory cells recruitment between the 2 types of mice.

To compare the pathologic changes at the tick bite site, semiquantitative histopathologic analysis was performed on ears of WT (*n* = 5) and KO (*n* = 4) mice euthanized 96 h post tick feeding. WT mice had a total of 13 tick bite/inflammatory foci (10 ears total) and KO mice had a total of 11 tick bite/inflammatory foci (8 ears total). Each ear was evaluated for the presence and number of tick bite/inflammatory foci. Then, each focus was further evaluated and scored for the presence and severity of the following parameters: edema, hemorrhage, fibrin/necrosis, and inflammation. While there was no significant difference in the average for WT (6.54) and KO (5.40) in overall severity of injury per tick bite (sum of individual parameters) (Fig 3D), there was a significant difference in the severity of inflammation for tick bites between the 2 groups WT mice (average 1.79) compared to KO mice (0.83) (*p* < 0.01) (Fig 3D).

ROS are also key signaling molecules that play an important role in the progression of inflammatory disorders, and adiponectin activates mast cells to produce ROS in vitro [12]. We therefore further examined the ROS level at the tick bite site. No significant difference of ROS level was observed between WT (*n* = 4) and KO mice (*n* = 4) during the tick bite (S1 Fig).

### KO mice showed an attenuated inflammation signature at the tick bite site

We also assessed the production of cytokines and chemokines in the serum or at the tick bite site of WT and KO mice. First, upon being bitten by ticks, serum cytokine/chemokine profiles in mice were assessed using a murine cytokine/chemokine array panel (Fig 4A). We found that WT mice (*n* = 5) have a higher production of 2 cytokines, IL-12p40 and IL-13, compared to KO mice (*n* = 5) during tick feeding (Figs 4A and S2). We then evaluated the expression of immune-related genes at the tick bite site. We selected representative genes of cytokine, chemokine, and inflammation-related receptor, which were listed in our previous study [24]. We find the expression of 2 pro-inflammatory cytokines, IL-1β and IL-12, in WT mice were significantly higher in WT mice (*n* = 6) compared to KO mice (*n* = 6) (Figs 4B and S3). Toll-like receptor 2 (TLR2), which is required for production of pro-inflammatory cytokines and chemokines including IL-1β and IL-12, was also significantly expressed in WT mice.

**Fig 4:**
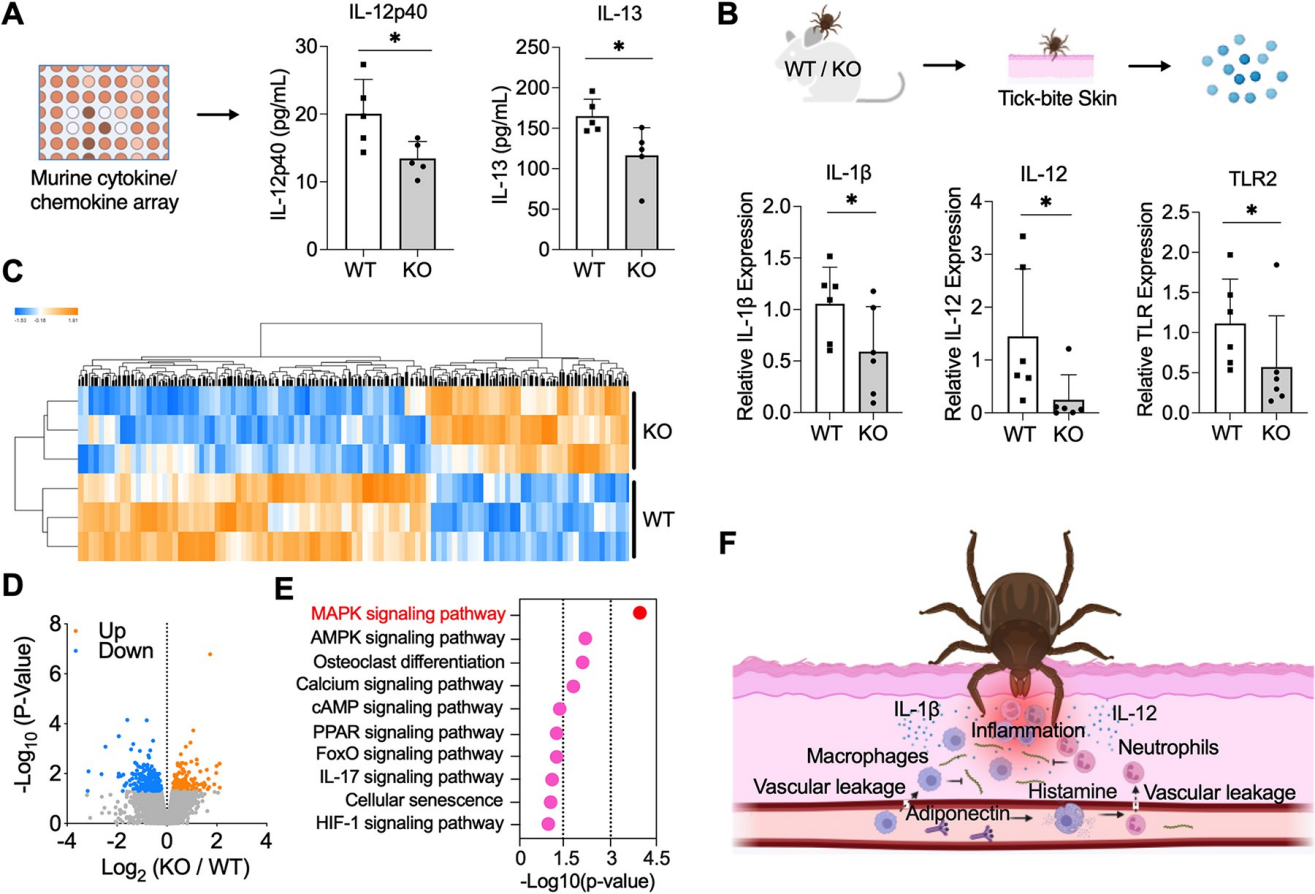
Adiponectin-deficient mice showed an attenuated inflammation signature at the tick bite site. (A) Serum cytokines and chemokines production in WT (*n* = 5) and KO mice (*n* = 5) after tick feeding. WT mice have higher production of IL-12p40 and IL-13. (B) Gene expression of cytokines and chemokines at the tick bite site of WT (*n* = 6) and KO mice (*n* = 6) after tick feeding. WT mice have higher gene expression of IL-1β, IL-12, and TLR2. For all the data, each dot represents 1 biological replicate. Statistical significance was assessed using a nonparametric Mann–Whitney test (*p < 0.05). (C) Cluster dendrogram and heatmap of transcriptome data of WT (*n* = 3) and KO murine skin (*n* = 3) during tick bite. (D) Volcano plot of differentially expressed genes. The significant differentially expressed genes were highlighted in blue and orange. (E) Immune signaling pathways identified by KEGG pathway enrichment analysis, which was performed using functional annotation tool DAVID. MAPK signaling pathway is the most enriched pathway. (F) Schematic diagram of the mechanism that adiponectin or associated factors induce inflammation during tick bite, inhibiting acquisition of the Lyme disease agent. Data underlying this figure can be found in S1 Data. We would like to acknowledge that figures were created using BioRender (https://www.biorender.com/) with permission. KEGG, Kyoto Encyclopedia of Genes and Genomes; KO, knock out; WT, wild-type.

To further understand the global gene expression profile at the tick bite site of WT and KO mice, we utilized RNA-seq to compare the transcriptome of WT and KO murine skin (*n* = 3 each) during tick feeding. A total of 266 genes were significantly down-regulated, and 152 genes were up-regulated in KO mice compared to WT mice (Fig 4C and 4D and S2 Table). In addition to the metabolism pathways such as fatty acid metabolism and adipocytokine signaling pathway, the down-regulated genes were also highly enriched in immune-related pathways based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. MAPK signaling pathway, essential to the production of pro-inflammatory cytokines, is the most enriched pathway (*p* < 0.0001) (Fig 4E). The other pro-inflammatory pathways including calcium signaling, FoxO signaling, IL-17 signaling, and HIF-1 signaling pathways were attenuated in KO mice as characterized by the down-regulation of genes including FBJ osteosarcoma oncogene B (*Fosb*), RAS-related protein 1a (*Rap1a*), amphiregulin (*Areg*), insulin-like growth factor I receptor (*Igf1r*), CD36 molecule (*Cd36*), chemokine (C-X-C motif) receptor 4 (*Cxcr4*), and more. Taken together, KO mice exhibited lower level of inflammation at the tick bite site.

### Adiponectin or associated factors influence *B*. *burgdorferi* survival at the tick bite site

Since the differences in immune cells and the level of inflammation at the tick bite site were observed between the WT and KO mice, we further evaluated *B*. *burgdorferi* survival at the tick bite site by culturing the skin biopsy specimens from WT (*n* = 4) and KO mice (*n* = 4). In total, 19 and 18 tick bite skin biopsies were collected from WT and KO mice, respectively. After culturing for 25 days, 7 (out of 19) and 8 (out of 18) skin samples from tick attachment sites of WT and KO mice were *B*. *burgdorferi*–positive without contamination, respectively. Within the positive samples, the *B*. *burgdorferi* survival was further measured using a BacTiter-Glo microbial cell viability assay. Indeed, we found *B*. *burgdorferi* in the tick bite biopsy from KO mice has higher total viability than in WT mice (*p* < 0.05) (S4A Fig). We further stimulated histamine release in KO mice (*n* = 4) by intradermally injecting anti-dinitrophenyl (DNP) IgE [20]. Through this rescue experiment, we examined whether there was a reduction in differences in *B*. *burgdorferi* acquisition. There was still a higher *B*. *burgdorferi* burden in ticks feeding on KO mice, but the difference was not significant (*p* = 0.0767) (S4B Fig). All these data suggest that adiponectin or its associated factors influence *B*. *burgdorferi* survival at the tick bite site.

## Discussion

Blood feeding is a major method by which arthropods acquire pathogens. Recent studies show host blood components can influence pathogen colonization within vectors by affecting vector gut physiology, competence, and microbiota composition [3,4,25,26]. However, the host-derived factors that influence pathogen acquisition at the interface of the feeding site remain largely unknown. Adiponectin is an abundant adipocyte-derived hormone in human blood and plays important roles in regulation of glucose and lipid metabolism, inflammation, and oxidative stress [27]. Here, we find adiponectin deficiency influences *B*. *burgdorferi* acquisition by ticks.

We show adiponectin has no direct effect on tick blood feeding and *B*. *burgdorferi* infectivity. Instead, adiponectin (or associated factors) influences *B*. *burgdorferi* acquisition by immunoregulation of the local environment at the tick bite site. Adiponectin has been shown to exhibit anti-inflammatory or pro-inflammatory effects depending on conditions [11]. Here, adiponectin exhibits pro-inflammatory effects through histamine-mediated immunoregulation at the tick bite site. Histamine is mainly secreted by basophils in blood and mast cells in tissues. Adipocytokines, such as leptin, have been demonstrated to stimulate mast cell to release histamine in vitro [12]. Further, we find adiponectin (or associated factors) may modulate immune cell activity to release histamine in vivo, since WT mice secrete more histamine compared to KO mice during tick feeding. Although higher histamine levels were observed in WT mice, adiponectin modulates *B*. *burgdorferi* acquisition without affecting tick feeding. Indeed, *I*. *scapularis* nymphs can feed well on normal mice even following repeated tick infestations [28,29]. Histamine is a mediator of the itch response and promotes the recruitment of pro-inflammatory cells to injury site. In our study, increased vascular leakage was observed in WT mice. The vascular leakage and/or other associated factors may lead to the additional recruitment of neutrophils and macrophages to the tick bite site, resulting in severe inflammation. We also found that the pro-inflammatory interleukins IL-12 and IL-1β were significantly increased in WT mice compared to KO mice. In particular, IL-12, which is produced predominantly by dendritic cells, macrophages, and neutrophils [30], was significantly increased in both skin and serum. Furthermore, the expression of TLR2, which promotes immune cell activation leading to tissue inflammation [31], was also significantly increased in WT mice. The RNA-seq data showed that MAPK signaling pathway was most highly enriched, and inflammation could be mediated through TLR2-MAPK signaling.

The levels of blood components may vary substantially among individuals, according to their genetic, physiological, and nutritional status. As examples, adiponectin levels are significantly higher in women than in men [32], and low levels of adiponectin are associated with obesity, type 2 diabetes, and atherosclerosis [33]. The findings in our study suggest that animals or humans with distinct adiponectin level may influence *B*. *burgdorferi* acquisition. In summary, we have discovered that host serum adiponectin or its associated factors may affect the initial entry of *B*. *burgdorferi* into ticks. Adiponectin or other factors affect histamine release, which leads to vascular leakage and causes severe inflammation with more immune cell infiltration at the tick bite site—thereby altering *B*. *burgdorferi* acquisition by ticks (Fig 4F). Our findings demonstrate that a host adipocyte-derived hormone can modulate pathogen acquisition by arthropod vector. This paradigm may also be applied to other microbes transmitted by diverse arthropods.

## Materials and methods

### Ethics statement

We performed all the experiments following the Guidelines for the Care and Use of Laboratory Animals of the NIH. The animal protocols in this study were approved by the Institutional Animal Care and Use Committee (IACUC) at the Yale University School of Medicine. The committee has approved Flagellar and Vector-borne Diseases: Pathogenesis and Protection (Protocol Permit Number: 2023–07941) with an approval period of 1/27/2023 to 12/31/2025. Yale Assurance Number is D16-00146 with an approval period of 5/4/2023-5/31/2027.

### Animals, ticks, spirochetes, and cells

Breeding pairs of adiponectin heterozygous (*Adipo*^*+/-*^) B6;129-*Adipoq*^*tm1Chan*^/J mice were purchased from the Jackson Laboratory. Adiponectin KO (*Adipo*^*-/-*^) mice and their WT (*Adipo*^*+/+*^) littermates were generated as previously described [34]. The WT, heterozygous, and KO mice were genotyped by the primers: WT forward primer: 5-TGGATGCTGCCATGTTCCCAT-3; WT reverse primer: 5-CTTGTGTCTGTGTCTAGGCCTT-3; and KO reverse primer: 5-CTCCAGACTGCCTTGGGA-3 (S3 Table). Only 7- to 8-week-old female *Adipo*^*+/+*^ or WT and null or KO littermate progeny were used for all experiments. All mice were maintained in a specific pathogen-free (SPF) facility at Yale University. The mice used in this study were all female mice. To obtain *B*. *burgdorferi*-infected mice, the mice were injected subcutaneously with 1 × 10^5^ cells/mL *B*. *burgdorferi*.

SPF *I*. *scapularis* larvae were obtained from the Oklahoma State University (Stillwater, Oklahoma, United States of America). The larval ticks were fed on SPF mice and allowed to molt to nymphs on an approved IACUC protocol. The number of ticks and mice used for each experiment in this study are described below. The ticks were maintained at 85% relative humidity with a 14 h light and 10 h dark period at 23°C.

*B*. *burgdorferi* (strain N40) were grown in Barbour–Stoenner–Kelly H (BSK-H) complete medium (Sigma-Aldrich, #B8291) in a 33°C setting incubator. The live cell density was determined by dark field microscopy and hemocytometer (INCYTO, #DHC-N01).

### Adiponectin effect on *B*. *burgdorferi* acquisition

To examine the effect of adiponectin on the acquisition of *B*. *burgdorferi* by the tick, 10 SPF *I*. *scapularis* nymphs were placed on each *B*. *burgdorferi*-infected WT (*n* = 3) and KO mouse (*n* = 3) for feeding. At 48 h, the attached ticks were then collected for gut dissection. The *B*. *burgdorferi* burden in the tick gut was assessed by quantitative real-time PCR (qPCR). qPCR was performed using iQ SYBR Green Supermix (Bio-Rad, #1725124) with an initial denaturing step of 2 min at 95°C and 45 amplification cycles consisting of 20 s at 95°C followed by 15 s at 60°C, and 30 s at 72°C. The primers for qPCR are listed in S3 Table. The *B*. *burgdorferi* burden was estimated with a method described in our previous studies [24,35,36]. Specifically, *B*. *burgdorferi flagellin* gene (*flab*), mouse *actin* gene, and tick *actin* gene primers (S3 Table) were first used to amplify the *flab* and *actin* gene, respectively. The concentration of PCR products was then quantified using NanoDrop 2000/2000c Spectrophotometers (Thermo Scientific, # ND2000CLAPTOP). The standard curve of qPCR Cq value and amplicon amount was derived from a series of known DNA dilutions of each target gene. The *B*. *burgdorferi* burden was quantified by extrapolation from the standard curve and the data were normalized to mouse or tick actin and reported as ng *flab*/ 1,000 ng *actin*.

### Flow cytometry to test *B*. *burgdorferi*–adiponectin interaction

*B*. *burgdorferi* were cultured to a density of approximately 10^6^−10^7^ cells/mL and harvested at 5,000 × g for 15 min. Cells were washed twice with PBS and then blocked in 1% BSA for 1 h at 4°C. After centrifugation, the pellet was suspended and incubated with recombinant adiponectin protein (SinoBiological, #50636-M08H) at 4°C for 2 h. After co-incubation, spirochetes were washed 3 times with PBS and fixed in 2% PFA. After washing, the spirochetes were probed anti 6X-His monoclonal antibody-conjugated to Alexa Fluor 488 (Thermo Fisher, #MA1-21315-488) and run through BD LSRII (BD Bioscience). The data was then analyzed by FlowJo.

### *B*. *burgdorferi* viability evaluation

To test whether adiponectin influences *B*. *burgdorferi* viability, 10^6^ cells/mL *B*. *burgdorferi* were incubated with 1 × PBS, 10, 20, 40 μg/mL adiponectin for 24 h. The viability of *B*. *burgdorferi* was then evaluated using BacTiter-Glo Microbial Cell Viability Assay kit (Promega, #G8230).

### RNA-seq of ticks and bioinformatic analyses

Ten *I*. *scapularis* nymphs were placed on each WT (*n* = 3) and KO mouse (*n* = 3). Then, the ticks were collected for gut and salivary gland dissection. The ticks fed on the same mouse were pooled for RNA extraction. Total RNA was purified using RNeasy Mini Kit (Qiagen, # 74104). The RNA samples were then submitted for library preparation using TruSeq (Illumina, San Diego, California, USA) and sequenced using Illumina HiSeq 2500 by paired-end sequencing at the Yale Centre for Genome Analysis (YCGA). The *I*. *scapularis* transcript data were downloaded from the VectorBase and indexed using the kallisto index. The reads from the sequencer were pseudo-aligned with the index reference transcriptome using kallisto [37]. The counts generated from 3 biological replicates each treatment were processed by DESeq2 [38] in RStudio. The significant genes were then determined by the *p*-value and fold change (*p* < 0.05 and fold change ≥ 2). 

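Applied to the TPM of the 4 libraries, the p-value threshold alone was passed by 443 of the 8893 genes tested with limma, where 445 are expected by chance at an unadjusted p of 0.05. A fold change of at least 2 on the log2(TPM + 1) scale, whatever the p-value, was reached by 257 genes. At an unadjusted p under 0.001 and the same fold change, 11 genes were called, 4 higher and 7 lower in WT, and 2 of the 11 are in S1 Table. The largest p-value listed in S1 Table is the paper's 0.0009.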

Volcano plot was performed on the genes that were differentially expressed. GO enrichment analysis were conducted using the functional annotation tool DAVID (https://david.ncifcrf.gov/tools.jsp).

### Gene expression evaluation by qPCR

To evaluate expression of target genes in ticks, 10 *I*. *scapularis* nymphs were placed on each WT (*n* = 3) and KO mice (*n* = 3). The attached *I*. *scapularis* nymphs were then dissected under the dissecting microscope to get guts and salivary glands. The RNA from dissected guts and salivary glands were purified by Trizol (Invitrogen, #15596–018) following the manufacturer’s protocol, and cDNA was synthesized using the iScript cDNA Synthesis Kits (Bio-Rad, #1708891). qPCR was performed as described above. The primers for qPCR are listed in S3 Table. The relative expression of the candidate genes was estimated with the 2^-ΔΔ*CT*^ method [39].

### Histamine quantification

To assess the histamine concentration of WT and KO mice during tick bite, each mouse was challenged by 10 *I*. *scapularis* nymphs for 48 h. The mice were euthanized by carbon dioxide asphyxiation and cervical dislocation, and then bled by terminal cardiac puncture. The sera from WT (*n* = 10) and KO mice (*n* = 10) were then separated from murine blood samples by centrifugation at 1,000× g for 10 min at 4°C. The naïve WT (*n* = 5) and KO mice sera (*n* = 5) were also collected. The biopsies of tick bite sites were also collected. The histamine concentration was evaluated by Histamine ELISA kit (Abcam, #ab213975).

### Vascular permeability evaluation

To assess vascular permeability in WT and KO mice during tick bite, the mice were challenged with *I*. *scapularis* nymphs for 48 h. Then, 50 mg/kg Evans blue (Sigma, #E2129-10G) was injected intravenously into the WT (*n* = 6) and KO mice (*n* = 6). Any extravasated Evans blue present at the tick bite site was extracted in formamide and quantified spectrophotometrically at a wavelength of 610 nm using a Tecan infinite m200 plate reader (Tecan, Switzerland).

### Analysis of immune cells at the tick bite site in WT and KO mice

After feeding by ticks (*n* = 10 per mouse) for 48 h, WT (*n* = 4) and KO mice (*n* = 4) were euthanized by carbon dioxide asphyxiation and cervical dislocation, and one 3.5 mm (Integra LifeSciences, US) punch biopsy specimen was taken from tick bite site on the ears. The punch biopsy specimens from the same mouse were pooled together for analysis. The biopsy samples were incubated for 1.5 h in Dispase II (Sigma, #SCM133) in DMEM media with 10% FBS and then cut into small pieces. The small pieces were then digested for 1.5 h in collagenase (Gibco, #17100017) in media. The digested samples were then individually passed through 70-μm filters to obtain single-cell suspensions. After washing once with PBS, cells were stained using the LIVE/DEAD fixable violet stain kit (Invitrogen, #L34955). For testing neutrophils, dendritic cells, macrophages, the cells were further incubated with fluorochrome-conjugated monoclonal antibodies against CD45 (PerCP; BD Pharmingen; #561047), CD11b (PE; Biolegend; #101208), CD11c (PE-Cy7; BD Pharmingen; #558079), and Ly6G (FITC; Tonbo; #35–5931) for 30 min at room temperature. For testing mast cells and basophils, the cells were then incubated with FITC anti-mouse CD49b Antibody (BioLegend, #103503), Pacific Blue anti-mouse CD117 (c-Kit) Antibody (Biolegend, #105819), APC anti-mouse CD200R3 Antibody (Biolegend, #142207) for 30 min at room temperature and washed twice with PBS. The samples were run on a BD LSRII flow cytometer and analyzed using FlowJo software. The gating strategy followed our previous studies [40,41].

### Histopathology

Five WT and 4 KO mice with attached ticks were euthanized as described above 96 h post tick placement. The ears (*n* = 18) were removed at the base of the ear and placed in 10% neutral buffered formalin and submitted to the Comparative Pathology Research (CPR) Core, Histology Laboratory (Department of Comparative Medicine, Yale University School of Medicine) for routine processing into paraffin wax where the ears were subsequently “bread-loafed” into 3 to 5 strips prior to embedding as previously described [42]. The tissue blocks were sectioned at 5 microns and stained for hematoxylin and eosin (HE) by routine methods. The 18 HE-stained slides were evaluated blind to the experimental manipulation (CJB) and semiquantitative analysis as described in Kurokawa, Narasimhan (29). Specifically, each ear was evaluated for the presence or absence of ticks, and the number of bite/inflammatory foci per slide. Each bite/inflammatory foci were scored for edema, hemorrhage, fibrin/necrosis, and inflammation where 5 = severe, 4 = marked, 3 = moderate, 2 = mild, 1 = minimal, scant 0.5, and trace = 0.25. The individual parameters were averaged separately as well as the sum all parameters for each tick bite to give a severity of injury score for each tick bite. The slides were evaluated using an Olympus BX 53 light microscope, photomicrographs taken using an Olympus DP28 camera using Olympus cellSens 4.1 imaging software (Olympus, Evident Scientific, Dallas, Texas, USA), and the images optimized using Adobe Photoshop Creative Cloud 23.0.0 (Adobe, San Jose, California, USA).

### Mouse cytokine/chemokine arrays and qPCR

After 48 h tick bite (*n* = 10 per mouse), WT (*n* = 6) and KO mice (*n* = 6) were euthanized as described above, and one 3.5 mm (Integra LifeSciences, US) punch biopsy specimen was taken from tick bite site on the ears. Total RNA was extracted using RNeasy Fibrous Tissue Mini Kit according to the manufacturer’s instructions (Qiagen, # 74704). cDNA was synthesized, and qPCR was performed as described above. In addition, we also quantify cytokines production by the Mouse Cytokine/Chemokine Array 32-plex (MD-32) performed by Eve Technologies. Serum collected from each group of mice was sent for cytokine analyses. The cytokines represented by this array are Eotaxin, G-CSF, GM-CSF, IFN-γ, IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-7, IL-9, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-15, IL-17A, IP-10, KC, LIF, LIX, MCP-1, M-CSF, MIG, MIP-1α, MIP-1β, MIP-2, RANTES, and TNFα.

### Reactive oxygen species (ROS) quantification at the tick bite site

After being fed upon by ticks (*n* = 10 per mouse), WT (*n* = 4) and KO mice (*n* = 4) were euthanized as described above, and one 3.5 mm (Integra LifeSciences, US) punch biopsy specimen was taken from tick bite site on the ears. The tissue was cut off at the base and split into dorsal and ventral halves to get single cells. The samples were added 2′-7′-Dichlorodihydrofluorescein diacetate (DCFDA) from Cellular ROS Assay Kit (Abcam, # ab113851), and then quantified by fluorescence spectroscopy with excitation/emission at 485 nm/535 nm.

### RNA-seq of mice and bioinformatic analyses

WT (*n* = 3) and KO mice (*n* = 3) after 48 h tick bite (*n* = 10 per mouse) were euthanized as described above, and one 3.5 mm (Integra LifeSciences, US) punch biopsy specimen was taken from the tick bite site on the ears. Total RNA was extracted using RNeasy Fibrous Tissue Mini Kit according to the manufacturer’s instructions (Qiagen, # 74704). RNA was submitted for library preparation using TruSeq (Illumina, San Diego, California, USA) and sequenced using Illumina HiSeq 2500 by paired-end sequencing at the YCGA. All the RNA-seq analyses were performed using Partek Genomics Flow software (St. Louis, Missouri, USA). Specifically, RNA-seq data were trimmed and aligned to the mouse genome (mm10) using STAR (v2.7.3a) [43]. The aligned reads were quantified to Ensembl Transcripts release 100 using the Partek E/M algorithm [44] and the subsequent steps were performed on gene-level annotation followed by total count normalization. The gene-level data were normalized by dividing the gene counts by the total number of reads followed by the addition of a small offset (0.0001). Gene expression heatmap were performed using default parameters for the determination of the component number, with all components contributing equally in Partek Flow. Volcano plot was performed on the genes that were differentially expressed across the conditions. KEGG enrichment analysis was conducted using the functional annotation tool DAVID (https://david.ncifcrf.gov/tools.jsp).

### Skin biopsy culture

After 48 h tick bite (*n* = 10 per mouse), WT (*n* = 4) and KO mice (*n* = 4) were euthanized as described above, and the ear skin samples were cleaned well with 70% ethanol. We then performed 3.5 mm (Integra LifeSciences, US) punch biopsies from the tick bite sites of WT and KO mice. The collected skin punches were placed in 1 mL of BSK-H complete medium (Sigma-Aldrich, #B8291) containing rifampicin. Culture tubes were incubated at 33°C and examined every 5 days for the presence of spirochetes by dark-field microscopy and hemocytometer (INCYTO, #DHC-N01) as described previously. The viability of *B*. *burgdorferi* in the positive tubes were then evaluated using BacTiter-Glo Microbial Cell Viability Assay kit (Promega, #G8230).

### Histamine stimulation and *B*. *burgdorferi* quantification

To test if histamine affects *B*. *burgdorferi* quantification by ticks, we intradermally injected 0.3 ug/mL anti-dinitrophenyl (DNP) IgE (Sigma-Aldrich, #D8406-100UG) to stimulate histamine release in KO mice (*n* = 4) according to previous studies [20]. After 24 h, 10 *I*. *scapularis* nymphs were placed on each *B*. *burgdorferi*-infected WT (*n* = 4) and KO mouse (*n* = 4) for feeding. The *B*. *burgdorferi* burden in the tick gut after 48 h feeding was assessed by qPCR as described above.

### Statistical analysis

Statistical significance of differences observed in experimental and control groups was analyzed using GraphPad Prism version 8.0 (GraphPad Software, San Diego, California, USA). Nonparametric Mann–Whitney test or unpaired *t* test were utilized to compare the mean values of control and tested groups, and *p* < 0.05 was considered significant.

## Supporting information

S1 Fig No significant difference of ROS level was observed between WT and KO mice at the tick bite site. Statistical significance was assessed using a nonparametric Mann–Whitney test (ns, *p* > 0.05). Data underlying this figure can be found in S1 Data.
(TIFF) Click here for additional data file.

S2 Fig Serum cytokines and chemokines production in WT and KO mice after challenged by *B*. *burgdorferi*-infected ticks. Data are represented as mean ± SD. Data underlying this figure can be found in S1 Data.
(TIFF) Click here for additional data file.

S3 Fig Gene expression of cytokines and chemokines at the tick bite of WT and KO mice after challenged by *B*. *burgdorferi*-infected ticks. Data are represented as mean ± SD. Data underlying this figure can be found in S1 Data.
(TIFF) Click here for additional data file.

S4 Fig Adiponectin or associated factors influence *B*. *burgdorferi* survival at the tick bite site. (A) *B*. *burgdorferi* in the tick bite biopsy from KO mice has higher viability than in WT mice as determined by BacTiter-Glo assay. (B) No significant difference of *B*. *burgdorferi* burden in ticks feeding on WT and KO mice after stimulating histamine release in KO mice. For all the data, statistical significance was assessed using a nonparametric Mann–Whitney test (*p < 0.05). Data underlying this figure can be found in S1 Data.
(TIFF) Click here for additional data file.

S1 Table The differently expressed genes of transcriptome of ticks feeding on adiponectin WT and KO mice. (DOCX) Click here for additional data file.

S2 Table The differently expressed genes of transcriptome of WT and KO murine skin during tick bite. (DOCX) Click here for additional data file.

S3 Table The primers used in this study. (DOCX) Click here for additional data file.

S1 Data An excel file with the detailed individual numerical values that underlie the summary data displayed in the figure panels: Figs 1A, 1C–1E, 2A, 2B, 2D–2F, 3A–3D, 4A–4E, S1–S4. (XLSX) Click here for additional data file.

## Abbreviations

GO: Gene Ontology
HBP: histamine-binding protein
HE: hematoxylin and eosin
IACUC: Institutional Animal Care and Use Committee
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: knock out
qPCR: quantitative real-time PCR
ROS: reactive oxygen species
SPF: specific pathogen-free
tHRF: tick histamine release factor
WT: wild-type
YCGA: Yale Centre for Genome Analysis

# Supplementary material for: Adiponectin in the mammalian host influences ticks’ acquisition of the Lyme disease pathogen Borrelia
**Source:** PLoS Biol. 2023 Oct 20;21(10):e3002331. doi: 10.1371/journal.pbio.3002331
**Supplement:** S1 Table

**Table S1.** The differently expressed genes of transcriptome of ticks feeding on adiponectin WT and KO mice.

“-” indicates downregulation of genes in the ticks feeding on adiponectin WT mice compared to that feeding on KO mice.

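S1 Table gives for each gene the paper's log2 fold change and p-value from counts of 3 replicates per group, and a negative value means lower expression in ticks feeding on WT mice. The listed changes range from -30.8 to 9.64, and 14 genes are listed below -20, between -30.8 and -24.7. In the 4 libraries analysed here, these 14 genes were at 0 in both WT libraries. Of the 14, 7 were at 0 in the KO libraries too, and the other 7 reached at most 0.20 TPM in a KO library. ISCW007054, the gene with the largest listed change, was at 0 in all 4 libraries. ISCW003950, a chitinase listed at -29.4, was at 0.0415 TPM in KO replicate 1 and at 0 in the other 3 libraries. No fold change can be given for these genes from TPM. Across the whole table, 81 of the 221 genes stayed under 1 TPM in every library. Among the genes listed as higher, ISCW004075, an uncharacterized protein fragment listed at 8.08, had 37487 TPM in WT replicate 1 and 27.1 TPM in WT replicate 2, and 24.1 and 86417 TPM in KO replicates 1 and 2.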

# Supplementary material for: Adiponectin in the mammalian host influences ticks’ acquisition of the Lyme disease pathogen Borrelia
**Source:** PLoS Biol. 2023 Oct 20;21(10):e3002331. doi: 10.1371/journal.pbio.3002331
**Supplement:** S2 Table

**Table S2.** The differently expressed genes of transcriptome of WT and KO murine skin during tick bite.

“-” indicates downregulation of genes in KO mice compared to that in WT mice.

# Supplementary material for: Adiponectin in the mammalian host influences ticks’ acquisition of the Lyme disease pathogen Borrelia
**Source:** PLoS Biol. 2023 Oct 20;21(10):e3002331. doi: 10.1371/journal.pbio.3002331
**Supplement:** S3 Table

**Table S3.** The primers used in this study.

| **Gene name** | **Primer sequence** |  |
| --- | --- | --- |
| Tick *actin* | F: GGCGACGTAGCAG R: GGTATCGTGCTCGACTC |  |
| Mouse *β-actin* | F: AGCGGGAAATCGTGCGTG  R: CAGGGTACATGGTGGTGCC |  |
| *Borrelia* *flaB* | F: TTCAATCAGGTAACGGCACA  R: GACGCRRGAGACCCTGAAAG |  |
| Adiponectin WT | F: TGGATGCTGCCATGTTCCCAT R: CTTGTGTCTGTGTCTAGGCCTT |  |
| Adiponectin KO | F: GGATGCTGCCATGTTCCCAT  R: CTCCAGACTGCCTTGGGA |  |
| HBP qPCR | F: GCGAGGAAAACGAGGAAAG  R: CTGAGGAGAAATGCGTATCG |  |
| TNF-α qPCR | F: AGGCACTCCCCCAAAAGATG R: TGGTGGTTTGTGAGTGTGAGG |  |
|  |  |  |
| IL-18 qPCR | F: GACTCTTGCGTCAACTTCAAGG R: CAGGCTGTCTTTTGTCAACGA |  |
|  |  |  |
| IL-6 qPCR | F: ATACCACTCCCAACAGACCT R: CCAGTTTGGTAGCATCCATC |  |
|  |  |  |
| IL-1β qPCR | F: GCAGTGGTTCGAGGCCTAAT R: GCTGCTTCAGACACTTGCAC |  |
|  |  |  |
| CCL3 qPCR | F: GCCAGGTGTCATTTTCCTGAC R: CTCAAGCCCCTGCTCTACAC |  |
|  |  |  |
| IFN-γ qPCR | F: GAGGAACTGGCAAAAGGATGG R: ACCTGTGGGTTGTTGACCTC |  |
|  |  |  |
| CCL5 qPCR | F: GACAGCACATGCATCTCCCA R: GTGTCCGAGCCATATGGTGA |  |
|  |  |  |
| IL-10 qPCR | F: GTACAGCCGGGAAGACAATAAC R: GCATTAAGGAGTCGGTTAGCAG |  |
|  |  |  |
| TLR2 qPCR | F: AAGAGGAAGCCCAAGAAAGC R: AATGGGAATCCTGCTCACTG |  |
|  |  |  |
| IL-4 qPCR | F: CGGATGCGACAAAAATCAC R: CGTTTGGCACATCCATCTC |  |
|  |  |  |
| IL-12 qPCR | F: ATCGTTTTGCTGGTGTCTCC R: CTTCTTCAGGCGTGTCACAG |  |
|  |  |  |
| TGF-β qPCR | F: TGGAGCAACATGTGGAACTC R: TGCCGTACAACTCCAGTGAC |  |
|  |  |  |
| IL-17 qPCR | F: TCATCTGTGTCTCTGATGCTGTTG R: TCGCTGCCTTCACTGT |  |
|  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

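RNA from the pooled guts and salivary glands of *I. scapularis* nymphs feeding on WT or adiponectin KO mice was measured by RNA-seq, with 1 library per mouse. Of the 3 mice per group in the paper, 2 libraries per group were analysed here. All 4 value columns of the table were matched to a library by their names. The paper gives RNA purification with an RNeasy kit, while the sample labels name Trizol.

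The authors pseudo-aligned the reads with kallisto to the VectorBase transcripts of *I. scapularis* and deposited TPM, the share of each transcript in a library after correction for its length, scaled to 1000000 per library. The version of kallisto and the release of the transcripts are not given in the sources used here. No normalization between libraries is included in TPM. For the paper, the authors computed differential expression from kallisto counts with DESeq2. Those counts were not used here, and TPM cannot be turned back into them, so the sequencing depth of each library and the counting error of each value are unknown. A value of 0 means only that the transcript is listed at 0.

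From the deposited TPM, log2(TPM + 1) was computed in R 4.3.3 and WT was compared with KO with limma 3.58.1 (lmFit, then eBayes with an intensity trend). Genes with a mean of at least 1 TPM over the libraries used were tested, and each gene had 1 transcript. A gene was called at an unadjusted p under 0.05 and a fold change of at least 2 on the log2(TPM + 1) scale, after the thresholds in the paper's methods, and p-values adjusted after Benjamini and Hochberg are given beside it. The fit had 4.47 degrees of freedom per gene, 2 of them from the libraries and 2.47 from the spread shared across genes. On simulated libraries of the same design, 200 of 8731 genes were changed by 2 on the log2 scale, and 195 of them were called and 174 had an adjusted p under 0.05. With a change of 1, 100 of 200 were called among 8736 genes and 0 had an adjusted p under 0.05. The simulated spread of each gene was drawn around the fitted one, below it for most genes, and it holds no outlying library. The changed genes were drawn only from those with a mean log2(TPM + 1) above 1 plus the simulated change. The recovery therefore does not extend to weakly expressed genes, such as many of S1 Table.

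Gene names come from S1 Table of the paper. The reference gene list used here, of assembly ASM1692078v2, held none of the gene identifiers of the files, so positions are not given and families could not be tested over the whole genome. For genes without a name, at most 2 identifiers per direction are printed.

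The genes named were chosen by a rule fixed before the data were examined, when the values of S1 Table had been seen. It takes the 3 HBP genes of the text, and the 5 called genes with the largest difference in each direction whose WT values lie all above or all below the KO values. It also takes groups of S1 Table genes by annotation with the member of largest change, and the 10 genes with the largest listed change in each direction. Genes singled out otherwise are said to be chosen after their values were seen. The share of HBP signal in WT replicate 1 was also set beside 12 other S1 Table genes annotated as salivary, a list written after the HBP values were seen.

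The alternatives fixed before the data were examined were a pseudocount of 0.1 or 5 TPM, no filter or a mean of at least 5 TPM, median-of-ratios or quantile scaling, limma without the trend or with robust estimates, the replicate number as a block, leaving out each library in turn, and 2 stricter thresholds for calling genes. The ratio of mean TPM without a pseudocount was added after the data were seen. To compare the S1 Table genes with others, 10000 random lists matched on mean expression were drawn. Of the paper's qPCR, only the values of Fig 2F for salivary glands were summarised. Its other qPCR and its mouse RNA-seq, histamine and flow cytometry data were not analysed here.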

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

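The test of the genes 10-fold apart in this part was chosen only after the result was seen, and so was the comparison of the called genes with other pairings of the libraries.

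Of the 131 genes called between ticks feeding on WT and KO mice, 118 are not in S1 Table. This looked like a signal outside the genes the paper discusses. The 4 libraries can be paired in 3 ways, and the same limma test called 103 genes between replicates 1 and replicates 2, and 106 between WT replicate 1 with KO replicate 2 and the remaining libraries. WT against KO gave the largest count, and only 1 of the 3 pairings reached it, but with 3 pairings chance cannot be excluded. At an adjusted p under 0.05, the counts were 1 for WT against KO, 0 for the pairing by replicate number and 2 for the crossed pairing. The genes whose WT values lay all above or all below the KO values made up 32.7% of the genes tested, where chance gives 33.3%. What is left open is an effect of the mouse genotype on some of these genes, which 2 libraries per group cannot separate from differences between mice or tick pools.

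The 4 genes with the largest differences among the called genes that S1 Table does not list were ISCW027849 (3.63) and ISCW014813 (3.09), higher in WT, and ISCW003361 (-3.80) and ISCW027404 (-2.91), lower in WT. With each library left out in turn, their differences kept their direction, from 3.27 to 3.99, 2.56 to 3.63, -4.29 to -3.32 and -3.88 to -2.91. ISCW027404 could not be fitted without KO replicate 2, where it fell under the filter. None had an adjusted p under 0.05 in limma. The sizes of these differences depend on the pseudocount. With 0.1 TPM and 5 TPM added they were 6.83 and 1.72 for ISCW027849, 4.79 and 1.52 for ISCW014813, -4.07 and -3.03 for ISCW003361, and -6.00 and -1.28 for ISCW027404, which was listed at 0 in both WT libraries. Genes with such on-or-off values were about as frequent in the other pairings. At least 10-fold apart in both libraries of each side, with a mean of at least 1 TPM, there were 21 genes for WT against KO, 18 for replicates 1 against replicates 2 and 24 for the crossed pairing. A candidate explanation for a part of the genes is therefore a difference between pools of nymphs that does not follow the genotype, such as their genetic background or feeding stage. Neither was measured in the data used here, and an effect of host adiponectin on these 4 genes stays open and untested. Reads shared with similar transcripts or from another organism were not tested, as no transcript sequences were used here.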

How the results depend on the processing

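The ratio of mean TPM without a pseudocount was chosen after seeing the data; the other alternatives were set before the data were examined.

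The count of 131 called genes (50 higher and 81 lower in WT) changed most, as a ratio, with the threshold, and in number of genes without WT replicate 2, to 412. At an unadjusted p under 0.001 it was 11 (4 higher and 7 lower), with 2 from S1 Table in place of 13. At an adjusted p under 0.05 in limma it was 1 (0 higher and 1 lower), which is in S1 Table. A pseudocount of 5 TPM gave 43 genes (20 higher and 23 lower), 7 of them in S1 Table, as it shrinks the fold change of weakly expressed genes. A mean of at least 5 TPM gave 67 (28 higher and 39 lower), from 5699 genes tested, all among the 131. The remaining settings that kept all libraries gave from 128 to 177 genes. With 1 library left out, the counts were 157 to 412 in all, 62 to 111 higher, 95 to 301 lower and 14 to 31 from S1 Table. These fits assume that the lone library of a group varies like those of the other group. Fewer libraries called more genes, and of the 412 called without WT replicate 2, 83 were among the 131; the cause was not tested. The share of called genes that were lower in WT was 61.8%, and 52.3% after quantile normalization. It was 73.1% without WT replicate 2 and 48.1% without KO replicate 1, where more genes were higher (108) than lower (100) in WT.

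The number of genes with an adjusted p under 0.05 was 1 under each setting that kept all libraries, and the gene was ISCW002941 each time, with an adjusted p from 0.00254 to 0.0348. Over the fits with a library left out, the number ranged from 0 to 2. It was 0 without KO replicate 1 and without KO replicate 2, where the adjusted p of ISCW002941 was 0.408 and 0.386 while its difference stayed from -7.23 to -7.00. The fits without WT replicate 1 and without WT replicate 2 rest on as many libraries and kept the call, with an adjusted p of 0.0472 and 0.0431; the cause was not tested.

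The 3 HBP genes stayed higher in WT under every alternative that gave a value. With 1 library left out, the difference ranged from 1.06 to 5.12 for ISCW019392, from 1.22 to 4.21 for ISCW019393 and from 1.89 to 2.91 for ISCW007864. The lowest values of the first 2 genes were those without WT replicate 1, where ISCW007864 fell under the filter, as it did with a mean of at least 5 TPM. All 3 genes passed the threshold without WT replicate 2 and none in the other fits with 1 library left out. ISCW007864 also passed it with a pseudocount of 0.1 TPM, at 4.63. Its KO libraries are both listed at 0, so this difference grows as the pseudocount falls. ISCW019392 and ISCW019393 passed in no setting that kept all libraries.

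Of the 204 S1 Table genes listed as lower in WT, from 150 to 156 were lower under the planned settings that kept all libraries, and from 125 to 158 with 1 library left out. Their median difference of -0.16 became -0.06 with a pseudocount of 5 TPM, -0.52 with 0.1 TPM and -0.70 as a ratio of mean TPM without a pseudocount, over the 179 genes above 0 in both groups; a smaller pseudocount widens the differences of low values. Leaving out each library in turn gave -0.25 to -0.07. Of the 17 genes listed as higher, 15 were higher under the planned settings that kept all libraries, and from 12 to 17 with 1 library left out. Their median ranged from 0.71 to 2.41 with 1 library left out and was lowest without WT replicate 1. With a pseudocount of 5 and 0.1 TPM it was 0.85 and 2.34.

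With the replicate number as a block (replicate block), 170 genes were called and 1 had an adjusted p under 0.05. ISCW007864 passed the threshold in this fit with the difference unchanged at 1.89. The numbers pair the samples neither by the labels nor by the data. Across genes, which are not independent replicates, the difference between WT replicates 1 and 2 and that between KO replicates 1 and 2 had a Pearson r of -0.0642 and a Spearman rho of 0.0230.

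For the other single genes named, 197 of 224 alternative values kept their direction and their side of the threshold, 21 no longer passed it and 5 newly passed it. Only 1 reversed, the cytochrome P450 gene ISCW004132, at 0.22 without KO replicate 1 and -2.93 without KO replicate 2 (-1.35 with all libraries), as KO replicate 1 held most of its TPM (133 against 14.1 in KO replicate 2). The calls of ISCW020587, ISCW015204 and ISCW000447 were each lost in at least 2 of the 4 fits with a library left out. Of the 91 alternative medians of the annotation groups, 76 stayed within the spread between replicates. Of the 37 alternative ranks of the HBP genes, 26 stayed within 1.5 times the rank. Testing each transcript alone gives the same values, since each gene has 1 transcript. TPM keep no depth, so how far counting error limits the weakly expressed genes is unknown.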

Differences from the paper's values

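Different units stand behind the values compared here. The paper's come from counts of 3 libraries per group, those of this part from log2(TPM + 1) of 2 libraries per group. On that scale the differences of weakly expressed genes are smaller than log2 ratios.

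The paper gives 221 differentially expressed genes, and 131 were called here. The alternatives set before the data were examined that came within 1.5 times of the paper's count were the pseudocount of 0.1 TPM (177), the replicate block (170), and the fits without WT replicate 1 (199), without KO replicate 1 (208) and without KO replicate 2 (157). The other alternatives did not. These are different genes for the most part, as 13 of the 131 are in S1 Table. The fit with most S1 Table genes among its calls was that without WT replicate 2, with 31.

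S1 Table of the paper holds 17 genes higher in WT, and 50 were called here. Only the pseudocount of 5 TPM came within 1.5 times (20). The paper's 204 genes lower in WT stand against 81 called here, and only the fit without WT replicate 2 came within 1.5 times (301). The paper's methods state a p-value under 0.05 and a fold change of at least 2, while the largest p-value in its S1 Table is 0.0009. The copy of the paper's Fig 2E data used here holds its first 1995 rows, with log2 fold changes from -30.8 to -1.99, and leaves out 18043 rows of the sheet. In these rows the paper's values include 829 with a p-value under 0.05 and 208 at a limit of 0.001. S1 Table has 203 genes in this range of fold changes.

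For the HBP genes, the paper's log2 fold changes in S1 Table are 9.64 for ISCW019392 and 8.72 for ISCW019393, and the differences here were 3.09 and 2.71. None of the alternatives set before the data were examined came within the standard error of the paper's values. For ISCW007864 the paper's value is 8.44, and no fold change can be set beside it, since both KO libraries are listed at 0. Its difference of 1.89 is set by the pseudocount, from 0.71 with 5 TPM to 4.63 with 0.1 TPM added, and is not an estimate of the fold change. The ratio of mean TPM without a pseudocount, chosen after seeing the values, gave 3.49 for ISCW019392 and 3.98 for ISCW019393, and drops no gene of the paper since it is no test. The paper calls these 3 genes, which were not called here. All 3 were called without WT replicate 2, and ISCW007864 also with a pseudocount of 0.1 TPM and with the replicate block.

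The median log2 fold change in the paper's S1 Table is -5.995 over the genes listed as lower and 5.01 over those listed as higher, and here -0.16 and 1.85. No alternative set before the data were examined came within the spread between libraries of either. As a ratio of mean TPM without a pseudocount, chosen after seeing the values, the medians were -0.70 and 2.79. For genes above 0 in both groups, the pseudocount alone thus does not account for the gap. Single genes differed in this. ISCW002192, listed at -8.24, had 89.9 and 84.5 TPM in WT and 80.0 and 72.6 TPM in KO. ISCW002941, listed at -7.85, was at -7.12. Of the 14 genes listed below -20, 7 were at 0 in all 4 libraries, so these values cannot give their listed changes. Whether the paper's other libraries hold the larger changes could not be tested.

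The paper states that the HBP genes were the top 3 up-regulated genes. Here ISCW019392 was at rank 3, ISCW019393 at rank 6 and ISCW007864 at rank 19 by the difference between WT and KO. The direction of all 3 genes was the paper's. ISCW004075, listed in S1 Table as higher in WT, had a difference of -0.52, and of the 17 genes listed as higher 15 were higher here.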

Other observations

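The tests of salivary genes, of swapped labels and of a shift shared by all genes in this part were chosen only after the result was seen, as were the genes singled out by their excess in WT replicate 1.

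WT replicate 1 held 95.0%, 90.9% and 88.7% of the summed WT TPM of ISCW019392, ISCW019393 and ISCW007864. Before the data were examined, limits were set for the explanation that one WT library decides the difference: in at least 2 of the 3 genes, over 90% of the WT TPM in one library and the other WT library no more than 1 TPM above the KO libraries. They were met by 1 gene, ISCW019392. The limits against it, both WT libraries more than 1 TPM above both KO libraries in at least 2 genes, were also met by 1 gene, ISCW019393, by 1.08 TPM. Whether one library decides the difference therefore cannot be told apart from a smaller rise in both WT libraries. Without WT replicate 1 the differences were 1.06 for ISCW019392 and 1.22 for ISCW019393, in the same direction and under the threshold. The KO libraries moved these values as well: without KO replicate 1, where ISCW019392 was listed at 0, they were 1.28 and 1.91, and without KO replicate 2 they were 4.90 and 3.52.

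Among the 17 S1 Table genes listed as higher in WT, 8 had over 10 times as much TPM in WT replicate 1 as in WT replicate 2. In 2 of these 8, ISCW004075 and ISCW009862, KO replicate 2 was higher still, so they are no excess of WT replicate 1. Another 7 of the 17 were highest in WT replicate 2, such as ISCW019196, a secreted protein at 1.24 and 12.0 TPM in WT. Besides ISCW019392 and ISCW019393 the 8 genes include the glycine-rich protein ISCW010812 (9800 and 195 TPM in WT, 137 and 546 TPM in KO), the cement protein ISCW016593 (67.3 and 4.79 TPM in WT, 2.82 and 10.9 TPM in KO) and ISCW002498, annotated as SGRP-1 (59.0 and 1.77 TPM in WT, 0.882 and 2.03 TPM in KO). Of all genes tested, 12 were at least 10-fold above every other library in WT replicate 1, against 2 in WT replicate 2 and 6 in each KO library. As the libraries mix gut and salivary gland, a larger share of salivary gland in WT replicate 1 is a candidate explanation. Another 12 S1 Table genes have the word salivary in their annotation. Of these, 6 were higher and 6 lower in WT replicate 1 than in WT replicate 2, with a median log2 difference of -0.086 and a range from -3.03 to 1.04. For the HBP genes this difference was from 2.04 to 4.06. The list of 12 holds none of ISCW010812, ISCW016593 and ISCW002498, which were singled out by their excess in WT replicate 1. Only 3 of the 12 genes had a mean of at least 5 TPM, their expression in the gut is not known here and the paper chose them from this experiment, so the list does not decide. A different phase of feeding of the ticks on this mouse was not tested.

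The paper's own qPCR values of HBP expression in salivary glands (Fig 2F) are also spread widely. In the paper's data the largest of 10 WT values is 459.7 and makes up 82.3% of their sum. The paper's median is 3.43 in WT and 0.0064 over 11 KO values, and 4 of the 10 WT values lie above the largest KO value of 5.98.

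ISCW004075, an uncharacterized protein fragment that S1 Table lists as higher in WT, made up 3.75% of all TPM in WT replicate 1 and 8.64% in KO replicate 2, and was at 27.1 TPM in WT replicate 2 and 24.1 TPM in KO replicate 1. It was the most abundant transcript of KO replicate 2. ISCW009862, also listed as higher in WT, had 70.9 and 1.34 TPM in WT and 1.34 and 77.4 TPM in KO. Both genes separate the libraries across the genotypes. A WT and a KO library with swapped labels could give this pattern, and would change the meaning of every difference between WT and KO given here. As labelled, 169 of the 221 S1 Table genes lay in their listed direction, against 146 with the labels of WT replicate 2 and KO replicate 2 swapped, the most that a swap of 1 WT and 1 KO label gave. The labels as given thus matched the list best, but this count cannot decide the question. ISCW004075 itself, listed at 8.08, was highest in KO replicate 2. S1 Table was also made from this experiment under the paper's own labels, so a swap made before that analysis stays open. The targeted gene is a mouse gene and cannot check the labels in tick transcripts. No biological explanation was tested for these genes.

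ISCW002941 gave the clearest difference between the groups, with 0.585 and 0.717 TPM in WT and 247 and 210 TPM in KO. Genes with an adjusted p under 0.05 in limma were also found when the libraries were crossed over the genotypes, where there were 2. ISCW028280, annotated in S1 Table as the signal recognition particle RNA, had 22.1 and 21.4 TPM in WT and 3.98 and 3.52 TPM in KO (difference 2.26, adjusted p = 0.255 from limma), and was chosen after its values were seen. It stayed called in every fit with a library left out, from 2.19 to 2.33.

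Most of the S1 Table genes listed as lower in WT were also lower here. Of the 196 that were above 0 in a library, 154 were lower in WT, and 0 of 10000 random lists matched on mean expression held as many. The list was chosen by the paper from this experiment, so this describes the libraries and is no independent evidence. That one KO library alone decides the difference was argued against by leaving each out, under a limit set before the data were examined. Without KO replicate 1, 45.1% of the median difference was left, above that limit of 33.3%. The genes lower in WT then fell from 154 to 125. Without KO replicate 2 the median was -0.25. The difference thus leaned on KO replicate 1, and the random lists were not drawn again without it. Scaling between libraries had been given a limit of 0.5 around 0, which the median of -0.16 was already within, so that test is void; after median-of-ratios scaling the median was -0.14. A shift shared by all genes of a group's libraries was argued against by the 154 genes that stayed lower after that scaling, where the central 95% of random lists reached at most 113. What stays open is whether these small differences come from the mouse genotype or from the choice of the list on the same experiment.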
